A study of Mus musculus with 9 samples. Its data were reported in "Nr4a1 and Nr4a3 redundantly control clonal deletion and contribute to an anergy-like transcriptome in auto-reactive thymocytes to impose tolerance in mice" (2025).

How the data were processed

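Gene expression was measured by bulk RNA sequencing of 9 libraries of mouse thymocytes in 4 groups. The cells carried the OT-II transgenic T cell receptor, which recognizes a peptide of ovalbumin. They came from mixed bone marrow chimeras, in which irradiated host mice were reconstituted for 4.7 weeks with marrow of several donors at the same time. WT hosts do not express ovalbumin. RIPmOVA hosts express a membrane form of it under the rat insulin promoter, so that developing OT-II cells meet it as a self-antigen in the thymus. The cells sorted here came from OT-II control marrow and from OT-II marrow labelled as lacking both Nr4a1 and Nr4a3 (double knockout, DKO). The cells sorted were semimature CD4 single-positive thymocytes. OT-II cells from WT hosts had n = 2 libraries, DKO-labelled cells from WT hosts n = 3, OT-II cells from RIPmOVA hosts n = 2 and DKO-labelled cells from RIPmOVA hosts n = 2.

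According to the methods of the paper, the authors prepared cDNA with a low-input SMART-seq kit and sequenced Nextera XT libraries with paired ends. The authors aligned reads to mm10 with STAR and the GENCODE vM17 transcriptome, removed duplicates marked by Picard, and summed reads over the exons of each unique Entrez gene with GenomicRanges in R. The deposited values are RPKM, which the authors computed from the reads on the exons of a gene by scaling to exon length and to the exonic reads of the library, rounded to 3 decimals. The authors tested differences between groups with DESeq2. Versions of STAR and Picard and the use of strand in counting were not stated, so values of overlapping, antisense and near-identical genes are uncertain. The alternative genes at overlapping positions were looked up in the GENCODE annotation of GRCm38, the build that mm10 names, and coordinates come from the same annotation.

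The table held 24594 genes, of which 24570 were matched to RefSeq by Entrez ID. Because the deposited unit is RPKM, no count model was the main test. The number of reads in each library was recovered from the steps between low RPKM values, since each step is 1 read. With the recovered depth, 100% of the low values checked in each library were whole numbers of reads, where chance would give at most 28.9%. On 3 simulated libraries of 24594 genes, the depth was recovered with an error of at most 0.002%. Recovered depths were 15520000 to 25060000 reads per library. The floor of 3 reads then corresponded to 0.12 to 0.193 RPKM for a gene of 1 kb. The reads carry no molecular identifiers, so floors and read numbers cover counting error only.

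Genes with an RPKM of at least 1 in at least 2 libraries were kept (11569 genes). Values were transformed as log2(RPKM + 0.5). A group-means model over all 9 libraries was fitted with limma 3.58.1 in R 4.3.3 (lmFit, contrasts.fit and eBayes with an intensity trend). Log2 fold changes are given with their standard errors, and adjusted p values are those of limma's two-sided moderated test with Benjamini-Hochberg adjustment over all genes kept. A gene was called at an adjusted p of 0.05 or less with an absolute log2 fold change of at least 1. The comparisons were RIPmOVA against WT hosts within each genotype, DKO-labelled against OT-II libraries within each host, and the interaction of host and genotype, which is the host effect in DKO-labelled libraries minus that in OT-II libraries. The model was tested on 5 simulated data sets of 11569 genes with 200 changed genes each. It called 90.4% of the changed genes, and 1.2% of its calls were unchanged genes. Of the genes changed by 1.5 or 2 it called 84.2%, and of those changed by 3 or 4 it called 96.6%. These figures do not cover changes closer to the limit of 1. The model made 0 calls in the comparison without a planted change. The simulated noise was normal and independent between genes and libraries. It held no variation shared by many genes, such as the background reads described below, so these rates do not cover such variation. An exact permutation test of a single gene with 2 libraries against 2 cannot give a two-sided p below 0.333, so none was used. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used for reading the table and for the plots.

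The groups, tests, thresholds, named genes and most alternatives were chosen before the data were examined. Named genes were those discussed in the paper for these libraries, with technical marker genes, and in each pairwise comparison the 3 called genes with the highest and the 3 with the lowest log2 fold change whose groups' libraries did not overlap. All 68 of the paper's genes were in the table, and 59 passed the filter. Trac, Ighm and Hbb-bs, listed as markers, had no matching entry in the table. Some listed genes are not reported here. Smarcd1, Prickle1, Amigo2 and Irak4 were also looked at because of their position near Nr4a1, after their values had been seen.

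The alternatives were pseudocounts of 0.1 and 1, no filter, a filter at RPKM 5, median-of-ratios rescaling, quantile normalization, a fit to the libraries of the groups compared only, no intensity trend, a call on adjusted p alone, a replicate block, and leaving out each library in turn. The replicate block takes its pairing from the replicate and mouse numbers in the sample labels, which put OT-II and DKO-labelled cells with the same number in the same chimera. In the host comparisons it was fitted with duplicateCorrelation. In the genotype comparisons, the interaction and the crossed form below, each chimera had its own term in the model instead. Replicate 3 of the DKO-labelled libraries from WT hosts had no OT-II partner, so it did not enter those genotype changes. The pairing was not checked otherwise. Correlations of same-numbered libraries were -0.08 in RIPmOVA and -0.15 in WT hosts. Each rests on a single difference between replicates per genotype, which unequal background, described below, can also shape. The correlations therefore cannot decide on the pairing, which remains uncertain. Further alternatives were added after the data were seen: voom on the recovered reads, subtraction of background RPKM, a background covariate, a minimum gene length of 200 bases, a block by replicate number across hosts, and a block with crossed numbers in WT hosts. Background was measured as reads scaled to the library total (RPM) on 1446 genes of the sensory receptor families Olfr and Vmn, chosen because they are silent in most tissues. No comparison set at least 3 libraries against 3, so regrouping of libraries was not used as a test.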

Results

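The data were RPKM values of 24594 genes in 9 libraries of OT-II thymocytes from mixed chimeras. Recovered depth was 15520000 and 23080000 reads in OT-II libraries from WT hosts, and 24390000, 20180000 and 25060000 in DKO-labelled libraries from WT hosts. It was 16490000 and 24210000 in OT-II libraries from RIPmOVA hosts, and 20470000 and 17460000 in DKO-labelled libraries from RIPmOVA hosts. The 10 genes with most reads held 2.4% to 2.72% of reads in each library.

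The targeted genes were examined first. Gene-level RPKM of Nr4a1 (Entrez 15370, chromosome 15, 101254269 to 101274795, GRCm38, plus strand, protein-coding) was not lower in the libraries labelled DKO. In WT hosts, Nr4a1 was 73.4 ± 17.9 RPKM (SD, n = 2) in OT-II and 76.0 ± 14.3 RPKM (SD, n = 3) in DKO-labelled libraries. In RIPmOVA hosts it was 245 ± 21.9 RPKM (SD, n = 2) in OT-II and 258 ± 33.5 RPKM (SD, n = 2) in DKO-labelled libraries. The log2 fold change of Nr4a1 between DKO-labelled and OT-II libraries was 0.08 (SE 0.21, limma adjusted p = 0.86) in RIPmOVA hosts and 0.05 (SE 0.19, limma adjusted p = 0.97) in WT hosts. These differences were smaller than the spread between replicates. The first changed sign, to -0.16, under median-of-ratios rescaling. Nr4a3 (Entrez 18124, chromosome 4, 48045153 to 48086447, GRCm38, plus strand, protein-coding) was 4.69 ± 1.38 RPKM (SD, n = 2) in OT-II and 15.3 ± 1.70 RPKM (SD, n = 2) in DKO-labelled libraries from RIPmOVA hosts, a log2 fold change of 1.63 (SE 0.28, limma adjusted p = 0.024). In WT hosts, Nr4a3 was 0.185 ± 0.00566 RPKM (SD, n = 2) in OT-II and 0.382 ± 0.25 RPKM (SD, n = 3) in DKO-labelled libraries. The values are sums over all exons of a gene, and exon-level values were not analysed here, so they do not show which part of each transcript was present. RPKM of the targeted genes therefore does not check the genotype labels, and every direction between genotypes below rests on the labels.

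**Figure D1:**
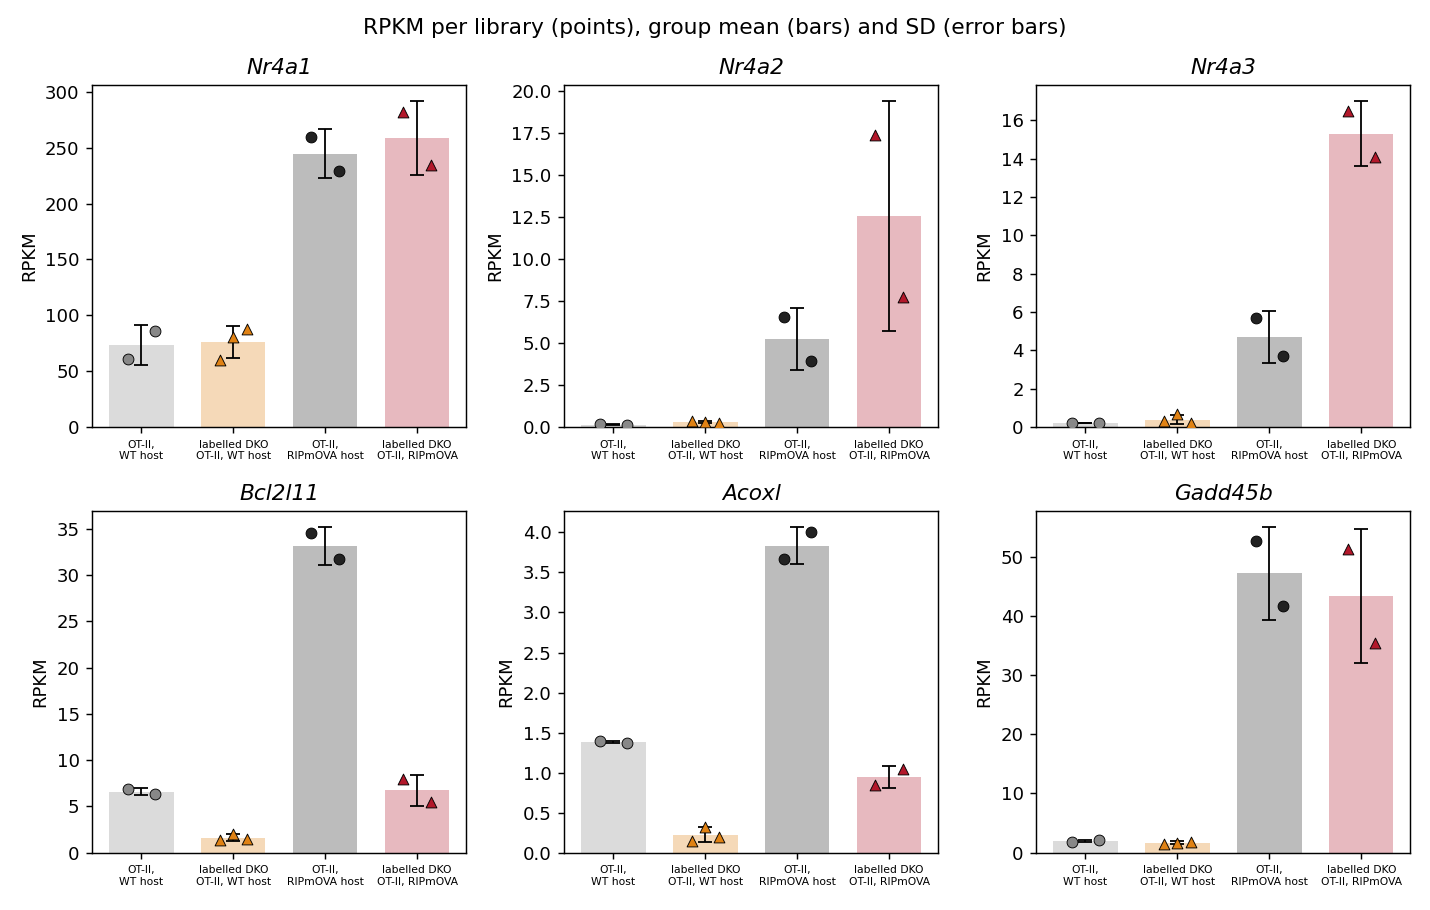
RPKM (vertical axes, from 0) of Nr4a1, Nr4a2, Nr4a3, Bcl2l11, Acoxl and Gadd45b in the 4 groups, with points for libraries, bars for group means and error bars for the SD. Bcl2l11 had a mean of 33.2 RPKM in OT-II and 6.72 RPKM in DKO-labelled libraries from RIPmOVA hosts, whereas Nr4a1 had means of 245 and 258 RPKM.

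Libraries of the same group were correlated across genes with Pearson r from 0.959 to 0.986, where genes are not independent replicates. The first principal component of log2(RPKM + 0.5) held 36.7% of the variance and the second 25.5%. The second component separated the hosts, with scores of 4.65 to 31.6 in RIPmOVA hosts and -22.0 to -8.61 in WT hosts. The first component placed both DKO-labelled libraries from RIPmOVA hosts at -32.6 and -39.2. Replicate 2 of the DKO-labelled libraries from WT hosts was at -16.9 and replicate 1 of OT-II from WT hosts at -10.2, and the 5 other libraries were at 12.2 to 28.1. The 4 libraries with negative scores were those with the most reads on sensory receptor genes. In RPM, these reads were 1129 and 511 in OT-II and 503, 1039 and 413 in DKO-labelled libraries from WT hosts. In RIPmOVA hosts they were 549 and 293 in OT-II and 1035 and 1474 in DKO-labelled libraries. The libraries fell into 2 clusters on this measure, and no test of its relation to the component was run. In WT hosts, the library of each genotype with most of these reads was at -10.2 (OT-II) and -16.9 (DKO-labelled). The other WT-host libraries were at 12.2 to 24.8, so there the component followed this measure and not the genotype label. In RIPmOVA hosts both DKO-labelled libraries were above both OT-II libraries, so this background and the genotype label cannot be told apart there.

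**Figure D2:**
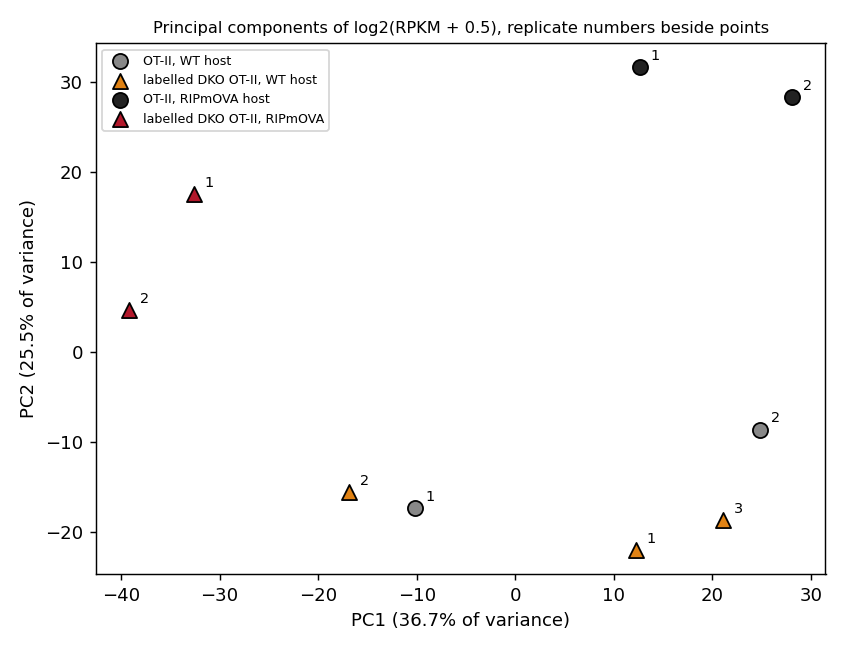
Scores of the 9 libraries on the first (36.7% of variance) and second (25.5%) principal components of log2(RPKM + 0.5), with replicate numbers beside the points and colour and shape for the group. RIPmOVA-host libraries sit at 4.65 to 31.6 on the second component and WT-host libraries at -22.0 to -8.61.

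The first comparison asked how OT-II cells respond to the self-antigen in the RIPmOVA host. Of 11569 genes tested, 142 were called, 122 higher and 20 lower in RIPmOVA than WT hosts. In all 142 the libraries of the groups did not overlap. Chance gives this for 33% of unselected genes with 2 libraries against 2. The called genes were selected on these same libraries, so the rate is no reference for them. The alternative that moved this count most was the fit to the libraries of these groups only, which called 31 genes. With chimera as replicate block, 142 genes were called, and 140 of these were the same genes. Each chimera had a single host, so that block could not pair the hosts. A block by replicate number across hosts called 60 genes, and same-numbered OT-II libraries deviated from their group means with a correlation of 0.23. Gadd45b (Entrez 17873, chromosome 10, 80930073 to 80932204, GRCm38) rose from 1.98 ± 0.167 to 47.1 ± 7.89 RPKM (SD, n = 2 each), a log2 fold change of 4.26 (SE 0.19, limma adjusted p = 1.7e-05). Bcl2l11 (Entrez 12125, chromosome 2, 128126038 to 128162547, GRCm38), which encodes the pro-apoptotic protein BIM, rose from 6.59 ± 0.381 to 33.2 ± 2.08 RPKM (SD, n = 2 each), a log2 fold change of 2.25 (SE 0.19, limma adjusted p = 0.00092). Nr4a1 rose by a log2 fold change of 1.75 (SE 0.21, limma adjusted p = 0.0035), Nr4a2 by 3.13 and Nr4a3 by 2.90, and all 3 rose under each scaling tried. Of the called genes with the highest changes, Lad1 (Entrez 16763, chromosome 1) changed by 5.91, Penk (Entrez 18619, chromosome 4) by 4.77 and Rln3 (Entrez 212108, chromosome 8) by 4.64. Penk varied between replicates, with 46.9 ± 33.0 RPKM (SD, n = 2) in RIPmOVA hosts. Among those with the lowest changes, Tmie (Entrez 20776, chromosome 9), which overlaps Als2cl, changed by -1.72. The other 2 were the short RNA genes Snord110 and Snora78, which rested on at most 10 reads in any library and get no fold change.

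The same host comparison in DKO-labelled cells asked which part of the response remained under that label. It called 194 genes, 176 higher and 18 lower in RIPmOVA hosts. All 194 did not overlap between groups, where chance gives 20% of unselected genes with 2 libraries against 3. These genes were also selected on the libraries compared, so the rate is no reference. The alternative that lowered this count most was a covariate for background reads, with 87 genes, and a call on adjusted p alone raised it most, to 387. The chimera block called 193 genes, 191 of them the same. The block by replicate number across hosts called 133, with a correlation of 0.20 between same-numbered DKO-labelled libraries. Gadd45b rose from 1.68 ± 0.226 RPKM (SD, n = 3) to 43.3 ± 11.3 RPKM (SD, n = 2), a log2 fold change of 4.31 (SE 0.17, limma adjusted p = 1.2e-05). Bcl2l11 rose from 1.62 ± 0.353 RPKM (SD, n = 3) to 6.72 ± 1.71 RPKM (SD, n = 2), a log2 fold change of 1.76 (SE 0.17, limma adjusted p = 0.0012). Ikzf2 (Entrez 22779, chromosome 1) changed by 3.46 here and by 3.71 in OT-II. The called genes with the highest changes were Ly6d (Entrez 17068, chromosome 15) at 5.83, Il1r2 (Entrez 16178, chromosome 1) at 5.36 and Bhlhe40 (Entrez 20893, chromosome 6) at 4.86. Il1r2 and Bhlhe40 overlap annotated genes on the other strand, and Il1r2 varied between replicates, with 44.2 ± 37.0 RPKM (SD, n = 2). The lowest were Cd7 (Entrez 12516, chromosome 11) at -2.13, Igfbp4 (Entrez 16010, chromosome 11) at -1.90 and the microRNA gene Mir7688, which rested on at most 10 reads per library.

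Of the 122 genes higher in OT-II cells from RIPmOVA hosts, 69 were also called higher in DKO-labelled cells, and 116 had a log2 change above 0 there. The median log2 change of the 122 genes was 1.91 in OT-II and 1.23 in DKO-labelled libraries. A call in only 1 of the genotypes does not show that the responses differ, and the interaction tests that directly. Across all genes, the log2 changes of the genotypes had a Pearson r of 0.23, and across the 142 genes called in OT-II an r of 0.67, where genes are not independent replicates.

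**Figure D3:**
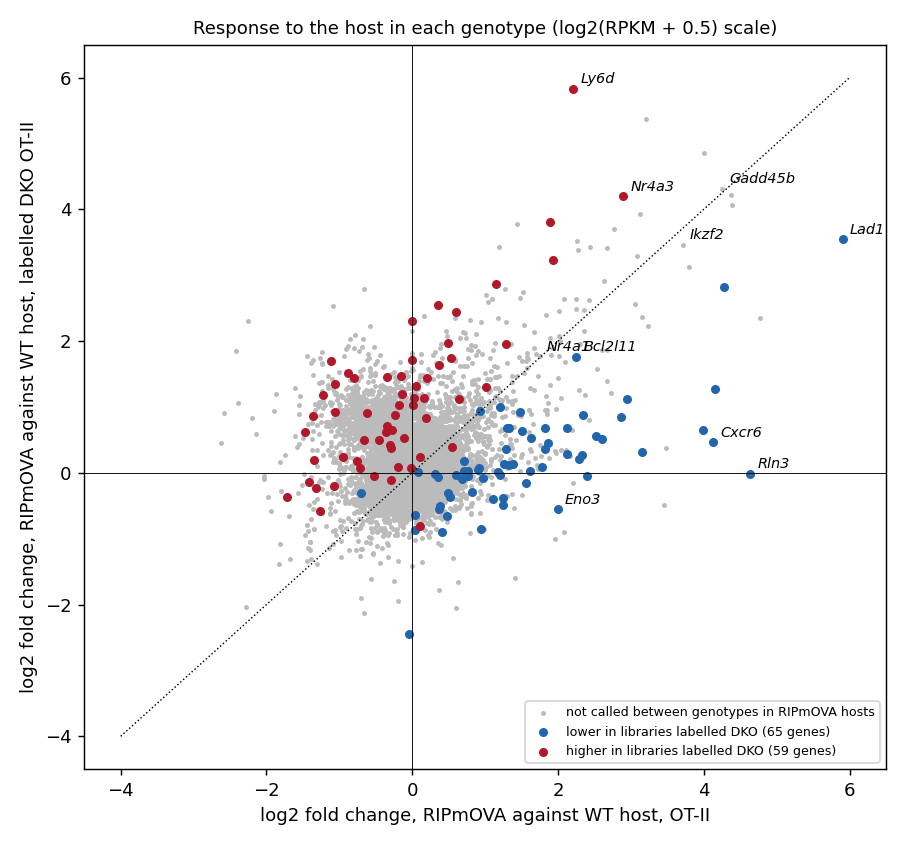
Log2 fold change between RIPmOVA and WT hosts in OT-II (horizontal axis) and DKO-labelled libraries (vertical axis), a point per gene, coloured where the gene was called between genotypes in RIPmOVA hosts; the dotted line marks equal changes. There were 65 genes called lower and 59 called higher in DKO-labelled libraries, and these numbers moved to 149 and 65 under median-of-ratios rescaling.

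Comparing DKO-labelled with OT-II libraries in RIPmOVA hosts asked which genes depend on the genotype when the self-antigen is present. It called 124 genes, 59 higher and 65 lower in DKO-labelled libraries. All 124 did not overlap between groups, which follows largely from their selection on the same libraries (chance gives 33% for unselected genes). The background covariate lowered the count most, to 18 genes, and a call on adjusted p alone raised it most, to 256. The share called higher moved from 47.6% to 30.4% of 214 genes under median-of-ratios rescaling, which shifted the median of all genes to -0.17. With the chimera as replicate block, 97 genes were called, 79 of them the same. The correlation of same-chimera libraries was -0.08. Bcl2l11 was lower in DKO-labelled libraries by a log2 fold change of -2.24 (SE 0.19, limma adjusted p = 0.00088). Its neighbour Acoxl (Entrez 74121, chromosome 2, 127838876 to 128123873, GRCm38) was 3.84 ± 0.234 RPKM in OT-II and 0.945 ± 0.136 RPKM in DKO-labelled libraries (SD, n = 2 each), a change of -1.59 (SE 0.25, limma adjusted p = 0.015). Gadd45b did not differ, with -0.13 (SE 0.19, limma adjusted p = 0.72). Bcl2 (Entrez 12043, chromosome 1), which encodes an anti-apoptotic protein, was 39.8 ± 4.33 RPKM in OT-II and 20.9 ± 1.54 RPKM in DKO-labelled libraries (SD, n = 2 each). Its log2 fold change of -0.91 (SE 0.13, limma adjusted p = 0.012) passed the adjusted p but not the limit on the fold change. The called genes with the lowest changes were Rln3 at -4.85, Cxcr6 (Entrez 80901, chromosome 9) at -4.71 and Acvrl1 (Entrez 11482, chromosome 15, 101128522 to 101145336, GRCm38) at -3.75. The highest were Ly6d at 3.28, Nrn1 (Entrez 68404, chromosome 13) at 2.82 and the microRNA gene Mir7232, which rested on at most 10 reads per library. Cxcr6 and Nrn1 overlap annotated genes on the other strand. Ly6d was 28.6 ± 12.7 RPKM in OT-II and 281 ± 119 RPKM in DKO-labelled libraries (SD, n = 2 each).

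Of 5 genes associated with regulatory T cells, all 5 were lower in DKO-labelled libraries from RIPmOVA hosts under each scaling tried. In the main fit 3 were called, with 2 at pseudocount 0.1 and 5 with median-of-ratios rescaling. Foxp3 (Entrez 20371, chromosome X) changed by -2.37 (SE 0.40, limma adjusted p = 0.020), and its annotation overlaps that of other genes. Ahr (Entrez 11622) changed by -2.02 and Lrrc32 (Entrez 434215) by -1.79. In WT hosts all 5 were also lower in DKO-labelled libraries under each scaling tried, and 0 were called in the main fit. The changes there were -1.15 for Ahr, -1.06 for Il2ra, -1.04 for Ikzf4, -0.68 for Foxp3 and -0.35 for Lrrc32. Foxp3 there was 0.39 ± 0.142 RPKM (SD, n = 2) in OT-II and 0.0517 ± 0.0175 RPKM (SD, n = 3) in DKO-labelled libraries. In RIPmOVA hosts Foxp3 was 2.61 ± 0.993 RPKM in OT-II and 0.0845 ± 0.0106 RPKM in DKO-labelled libraries (SD, n = 2 each). The pseudocount of 0.5 compresses changes of such low values, so the log2 changes do not rank these genes by their RPKM ratio. Of 13 genes that the study discussed as higher in DKO cells, all 13 had positive changes in both host comparisons and between genotypes in RIPmOVA hosts under each scaling tried. Of these, 13 were called in the host comparison of DKO-labelled libraries and 4 in that of OT-II in the main fit. These counts were 12 and 3 with quantile normalization and 11 and 0 with voom. Lgals1 (Entrez 16852, chromosome 15) was called between genotypes in RIPmOVA hosts, with a change of 1.21. Over all 59 listed genes, the number called with adjustment over all genes and over the list alone was 28 and 36 for the host effect in OT-II, and 35 and 35 for that in DKO-labelled libraries. It was 16 and 24 between genotypes in RIPmOVA hosts, 3 and 12 in WT hosts, and 2 and 13 for the interaction. Part of the list came from the study's own calls on these libraries, and part, such as the Bcl2 family, was examined there as a family. All of the listed genes were discussed for these libraries, so these counts show no stability.

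Of the 122 genes higher in OT-II from RIPmOVA hosts, 36 (29.5%) were called lower in DKO-labelled libraries from RIPmOVA hosts, 5 were called higher and 81 were not called. The 36 genes had a median log2 host change of 2.06 in OT-II and 0.49 in DKO-labelled libraries. With the chimera as replicate block 24 such genes were called, beside the correlation of -0.08, and with the background covariate 13. In WT hosts, 34 of the 36 were also below 0, with a median of -0.37. The interaction had an unadjusted p under 0.05 for 33 of the 36, which were selected on changes that enter it. In all 4 pairwise comparisons together 322 genes were called, and 251 of them were higher in OT-II from RIPmOVA than WT hosts.

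Comparing the genotypes in WT hosts asked what differs without the self-antigen. It called 7 genes, 1 higher and 6 lower in DKO-labelled libraries, and 913 genes had an unadjusted p under 0.05. All 7 did not overlap between groups, which follows largely from their selection on the same libraries (chance gives 20% for unselected genes). Median-of-ratios rescaling raised the count most, to 18 genes. The chimera block called 2 genes, both among the 7. Same-chimera libraries had a correlation of -0.15, and with crossed numbers 1 gene was called. The 3 called genes with the lowest changes were Acvrl1, Smarcd1 (Entrez 83797, chromosome 15, 99702129 to 99713991, GRCm38) and Itih5 (Entrez 209378, chromosome 2, 10153571 to 10256529, GRCm38). Acvrl1 was 28.5 ± 3.94 RPKM (SD, n = 2) in OT-II and 1.15 ± 0.285 RPKM (SD, n = 3) in DKO-labelled libraries, a log2 fold change of -4.14 (SE 0.17, limma adjusted p = 1.2e-05). Smarcd1 changed by -2.58 and Itih5 by -2.43. Acvrl1 lies 0.126 Mb and Smarcd1 1.55 Mb from Nr4a1. Bcl2l11 changed by -1.76 (SE 0.17, limma adjusted p = 0.0058). The only gene called higher was Car11 (Entrez 12348, chromosome 7, 45699843 to 45704682, GRCm38), with 2.89 (SE 0.27, limma adjusted p = 0.0049). With voom, with only the libraries compared, and with the chimera block or its crossed form, 0 genes were called higher. Each other setting with a count called 1 or more higher. The remaining called genes, Foxn3 and Mir16-2, lie outside the naming rule and were named after their values were seen.

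The interaction asked whether the host effect itself differed between genotypes. It called 2 genes, both with a lower host effect in DKO-labelled libraries, and 1078 genes had an unadjusted p under 0.05. The count was 8 without a filter and 0 under several alternatives. With the chimera as replicate block it called 0 genes, with 946 at an unadjusted p under 0.05, and with crossed numbers in WT hosts 0, with 864. The correlations of same-chimera libraries were -0.08 in RIPmOVA and -0.15 in WT hosts. The interaction of Rln3 was -4.65 (SE 0.50, limma adjusted p = 0.036), and that of Eno3 (Entrez 13808, chromosome 11, 70657202 to 70662513, GRCm38) was -2.55 (SE 0.27, limma adjusted p = 0.036). Rln3 (chromosome 8, 84042929 to 84045000, GRCm38) was 32.4 ± 8.37 RPKM in OT-II and 0.624 ± 0.0106 RPKM in DKO-labelled libraries from RIPmOVA hosts (SD, n = 2 each). It had 401 and 407 reads in the former and 4 to 20 reads in each of the other libraries. Bcl2l11 had an interaction of -0.48 (SE 0.26, limma adjusted p = 0.55). Its mean RPKM was 5.03 times higher in RIPmOVA than WT hosts in OT-II and 4.16 times higher in DKO-labelled libraries. It was 4.93 times higher in OT-II than DKO-labelled libraries in RIPmOVA hosts and 4.08 times higher in WT hosts. The interaction of Gadd45b was 0.06 (SE 0.26, limma adjusted p = 0.95) and that of Nr4a3 1.30 (SE 0.38, limma adjusted p = 0.46).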

Values the study reported

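The study counted 350 transcripts as differing between OT-II cells from RIPmOVA and WT hosts, at an absolute log2FC above 1 and an FDR below 0.05. It counted 551 transcripts that differed in any pairwise comparison and were higher in OT-II cells from RIPmOVA than WT hosts. Between DKO and control OT-II cells from RIPmOVA hosts, it gave a log2FC of −2.533 for Bcl2l11 and of −1.172 for Bcl2.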

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

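The tests of background subtraction on Rln3 and Eno3 and the count of opposite directions by chance were chosen after these results were seen. Every direction between genotypes rests on the labels, since RPKM of Nr4a1 and Nr4a3 was not lower in the libraries labelled DKO.

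The host effect on Rln3 and Eno3 differed between genotypes in the interaction test. The interaction was -4.65 for Rln3 and -2.55 for Eno3, both with a limma adjusted p of 0.036. Rln3 rose 36.5 times in OT-II and was 0.936 times as high in DKO-labelled libraries. By group means, background reads were most frequent in the DKO-labelled libraries from RIPmOVA hosts, where the means of both genes were lowest. For Rln3 this mean was 0.624 RPKM, close to 0.667 ± 0.311 RPKM (SD, n = 3) in DKO-labelled libraries from WT hosts. In RIPmOVA hosts, subtracting background could therefore only enlarge the differences between genotypes, and it does not test their cause. After subtraction of background RPKM the interaction was -5.4 for Rln3 (limma adjusted p = 0.085) and -2.79 for Eno3 (limma adjusted p = 0.068). Over 14 alternatives other than leaving out a library, the limma adjusted p ranged from 0.0053 to 0.42 for Rln3 and from 0.0068 to 0.47 for Eno3. The log2 values ranged from -5.4 to -4.19 and from -2.79 to -2.36. Both directions held in these alternatives, some of which cannot change a fold change, while the call did not hold in all. Differences in cell composition between sorted populations and variants of the donors were not tested, so a genotype effect on these genes is a hypothesis that cannot be told apart from them.

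Of the named genes, 7 had libraries that moved in opposite directions without overlap in a pair of comparisons. The host effect on Eno3 was 2.00 in OT-II and -0.55 in DKO-labelled libraries, and that on Lgals3 was 1.5 and -0.33. The genotype effects in RIPmOVA and then WT hosts were 0.53 and -1 for Ctla4, 1.06 and -1.18 for Neurl3, 0.23 and -0.08 for Cd69, -0.91 and 0.56 for Cd7, and 1.26 and -0.90 for Il1r2. The interaction test of the genes other than Eno3 did not pass, with a lowest limma adjusted p of 0.17, for Neurl3, whose interaction was 2.23. Among 178 pairs of comparisons of 89 named genes with at least 10 reads in some library, chance order of the libraries gives 5.93 such pairs. That number assumes genes chosen without regard to their libraries, whereas the named genes were partly chosen for libraries that did not overlap, so it does not decide whether the 7 arose by chance. Eno3 passed the interaction test as given above.

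Total reads on sensory receptor genes, which are not themselves the subject of a comparison, averaged 1254 RPM in DKO-labelled libraries from RIPmOVA hosts and 421 in OT-II libraries from RIPmOVA hosts, a ratio of 2.98. In WT hosts the averages were 651 and 820, a ratio of 0.79. A second set of 155 genes of other families chosen as silent was 1.61 times as high in DKO-labelled as OT-II libraries from RIPmOVA hosts and 0.896 times in WT hosts, the same directions as the first set. The 10 sensory receptor genes with most reads held 26.7% of these reads in the library with most of them, which goes against a few transcripts of another cell type. Reads spread by gene length alone would have detected 100% of the sensory receptor genes in that library, whereas 76.1% were detected, so the spread was not even. A background over many genes, unevenly spread, is a candidate explanation, for example genomic DNA or unspliced RNA in low-input libraries. The table cannot separate these sources. An effect of the genotype on these genes was not tested.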

How the results depend on the processing

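The alternatives added after the data were seen were voom, background subtraction, the background covariate, the minimum gene length, and the blocks by number across hosts and with crossed numbers; all other settings were planned. The settings followed up to 69 gene and comparison pairs and the counts of calls. Genes called by the 4 pairwise comparisons kept their direction in each setting in which they were tested. Some settings leave a fold change as it was, so direction could not change in them. These are the filters, the minimum length, no trend, adjusted p alone and only the libraries compared. The replicate block also leaves the genotype change in RIPmOVA hosts as it was, since each chimera there had a library of each genotype. Of 991 gene values in settings other than leaving out a library, 883 kept their direction and side of the threshold, 88 became weaker, 10 stronger and 10 reversed.

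The number of genes called in OT-II between hosts (142) was 31 with only the libraries of the groups compared, 219 on adjusted p alone, 87 with the background covariate and 60 with the replicate block by number across hosts. In DKO-labelled libraries (194) it was 387 on adjusted p alone and 87 with the covariate. Between genotypes in RIPmOVA hosts (124) it was 214 with median-of-ratios rescaling, 201 with quantile normalization, 220 with only the libraries compared, 256 on adjusted p alone and 18 with the covariate. In WT hosts (7) it was 11 with the stricter filter, 18 with median-of-ratios rescaling, 2 with only the libraries compared, 2 with the replicate block and 1 with the crossed replicate block. The 251 genes called anywhere and higher in OT-II from RIPmOVA hosts became 411 on adjusted p alone and 134 with the covariate. The 36 induced genes lower in DKO-labelled libraries became 9 with only the libraries compared and 13 with the covariate. The cause was not tested, except that a call on adjusted p alone drops the limit on the fold change.

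The 2 interaction calls were the least stable. The count was 8 without a filter, 4 with the stricter filter and 7 with median-of-ratios rescaling. It was 0 with pseudocount 0.1 (1006 genes at an unadjusted p under 0.05), the replicate block (946), voom (1021), background subtraction (1080), the covariate (417) and the crossed replicate block (864). Without the intensity trend it was again 2, but 0 of these were the same genes. Fitting only the libraries of 2 groups gives no interaction. The correlations of same-chimera libraries were -0.08 in RIPmOVA and -0.15 in WT hosts. The consensus correlation was 0.1 and entered only the host comparisons of the replicate block, not the interaction.

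Median-of-ratios rescaling shifted the median log2 change of all genes to -0.13 for the host effect in DKO-labelled libraries, -0.17 for genotype in RIPmOVA hosts and -0.19 for the interaction. The share called higher in DKO-labelled libraries from RIPmOVA hosts fell with it from 47.6% to 30.4%, and was 31.8% with quantile normalization, 33.8% with background subtraction and 64.5% with only the libraries compared. Whether more genes are higher or lower between genotypes therefore depends on the setting.

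Some values reversed. Nr4a1 between genotypes was -0.16 in RIPmOVA hosts with median-of-ratios rescaling, and -0.06 in WT hosts with the replicate block and with its crossed form. The host effect on Rln3 in DKO-labelled libraries was 0.02 with pseudocount 0.1, 0.06 with voom and 0 with the covariate. With quantile normalization the host effect in DKO-labelled libraries was -0.21 for Foxp3 and -0.07 for Cxcr6. The Acoxl interaction was -0.2 with pseudocount 0.5, 0.32 with pseudocount 0.1 and 0.67 with voom. Its mean RPKM, without a pseudocount, was 2.78 times higher in RIPmOVA than WT hosts in OT-II and 4.26 times in DKO-labelled libraries, so its sign came from the pseudocount added to low values. Median-of-ratios rescaling shifted the log2 values of whole libraries from RIPmOVA hosts. The shifts were -0.16 and -0.19 in DKO-labelled and 0.02 and 0.11 in OT-II libraries, which accounts for the Nr4a1 reversal there. In WT hosts the replicate block and its crossed form drop replicate 3 of the DKO-labelled libraries, which has no OT-II partner. Leaving out that library alone gave the same -0.06 for Nr4a1, so its absence accounts for that reversal. The cause of the remaining reversals was not tested.

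Leaving out each library in turn, where each group compared kept at least 2 libraries, the counts ranged from 101 to 147 for hosts in OT-II, 118 to 259 in DKO-labelled libraries, 98 to 217 between genotypes in RIPmOVA hosts, and 5 to 12 in WT hosts. The interaction gave 0 calls in all 3 such fits, from 0 to 0, with 812, 1552 and 729 genes at an unadjusted p under 0.05. The called anywhere count ranged from 182 to 275 and the induced and lower count from 25 to 34. All called genes kept their direction in each of the 9 fits, and up to 44 of 142, 78 of 194, 31 of 124, 2 of 7 and 2 of 2 were no longer called at the adjusted p. Leaving out a library of a group not compared cannot change the direction of a pairwise comparison. Fits that left a group with 1 library gave no count of calls. Values that changed sign in these fits were Nr4a1 between genotypes (-0.2 to 0.3 in WT hosts, -0.06 to 0.21 in RIPmOVA hosts), Rln3 between hosts in DKO-labelled libraries (-0.26 to 0.14), Gadd45b between genotypes in RIPmOVA hosts (-0.4 to 0.13) and Bcl2 between hosts in OT-II (-0.01 to 0.21).

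Depth limits genes with few reads, for which a difference below the floor of 3 reads was not detectable.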

Other observations

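Of the tests in this part, those of an exchanged label, of transcripts of the targeted alleles, of background behind the genes called higher, of a shift of all genes and of the pseudocount were chosen only after the results were seen. All directions between genotypes rest on the labels.

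The number of genes called between hosts in OT-II was 142. That is lower than the value quoted from the study above. The number called in any pairwise comparison and higher in OT-II from RIPmOVA than WT hosts was 251. That is lower than the value quoted from the study above.

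RPKM of Nr4a1 and Nr4a3 was not lower in the DKO-labelled libraries. If 1 label had been exchanged among the RIPmOVA-host libraries, the genes that differ in WT hosts should not separate the genotypes there. All 7 genes called in WT hosts separated them in the same direction, where chance gives 16.7% for each, which goes against such an exchange. Of the 124 genes called in RIPmOVA hosts, 61 (49.2%) separated the genotypes in WT hosts in the same direction, where chance gives 10%. Targeted alleles whose transcripts still fall in counted exons may leave the gene-level values unchanged. The Nr4a1 difference in RIPmOVA hosts was 0.08, but Nr4a3 was higher by 1.63 in the same libraries, which unchanged values alone do not explain. Exon-level values were not analysed here, so this explanation was not tested further. No library lacked Nr4a1, with a lowest value of 60.1 RPKM, so no exchange of labels among these libraries would produce a loss of it.

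Of the 59 genes called higher in DKO-labelled libraries from RIPmOVA hosts, 49 were still called after background RPKM was subtracted. The RPKM subtracted was 0.0904 to 0.455, against a minimum of 1 RPKM in the filter, so most values hardly moved and this does not exclude background as a cause. Subtraction does not test the genes called lower, since it lowers the DKO-labelled libraries more. With the background as a covariate, 1 of the 59, and 15 of the 65 genes called lower, were still called. In RIPmOVA hosts background and genotype label differ together, so the covariate also removes genotype differences. Sensory receptor and microRNA genes made up 6 of the 59.

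Genes called lower in DKO-labelled libraries in RIPmOVA hosts also tended to be lower in WT hosts. The median log2 change of the 65 genes in WT hosts was -0.38, and of the 65 genes 60 were below 0, 28 had an unadjusted p under 0.05 and 4 were called. The medians of 10000 random lists matched on expression lay between -0.12 and 0.14, so a shift of all genes was not the explanation. After background subtraction, which removes little from most genes and so does not decide on background, the median was -0.39. Without the 3 genes within 10 Mb of Nr4a1 it was -0.36. The 59 genes called higher had a median of 0.31 in WT hosts, with 48 above 0, where random lists gave -0.13 to 0.16. A candidate explanation is that part of the difference between genotypes is present before the self-antigen is met. Background, donor strain differences and the shared preparation of the libraries of a chimera were not excluded.

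Genes near Nr4a1 differed between genotypes more often than genes elsewhere. Within 10 Mb of Nr4a1, 37 of 106 genes (34.9%) had an unadjusted p under 0.05 in RIPmOVA hosts and 26 (24.5%) in WT hosts, where all genes gave 21.4% and 7.89%. If the targeted allele acted only on its direct neighbours, genes farther away should not stand out. Of the 80 genes at 1 to 10 Mb, 26 and 20 had such a p, more than in 95.4% of windows of as many neighbouring genes in RIPmOVA hosts and 99.6% in WT hosts. Across genes at 1 to 10 Mb, the genotype changes in the hosts had a Pearson r of 0.69, against 0.19 across all genes. Regions of 10 Mb around Nr4a3 (19 and 3 of 103 genes) and Ptprc (13 and 5 of 72) did not stand out. Irak4 and Amigo2, at 6.71 and 4.01 Mb, overlap other annotated genes. A chromosome segment of another strain carried along with the targeted gene may explain these values, and it would include Acvrl1 and Smarcd1. No sequence variants were analysed here, so this is a hypothesis.

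The host effect on Bcl2l11 had a similar fold change in both genotypes, with an interaction of -0.48 (limma adjusted p = 0.55). A pseudocount compresses changes of low values, here those of the DKO-labelled libraries, so it can only enlarge this difference and its change does not test the similarity. At pseudocount 0.1 the interaction was -0.33. The lower level of Bcl2l11 in DKO-labelled libraries was present in both hosts at a similar ratio. A difference between the responses was not detected with these libraries (limma unadjusted p = 0.093). Whether these libraries could detect one of this size was not tested, and that it is absent was not shown.

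Genes induced in OT-II had a median log2 change that was larger there by 0.68 than in DKO-labelled libraries. If selecting the genes on OT-II libraries were the cause, genes selected on DKO-labelled libraries should show the opposite gap. For the 176 genes induced in DKO-labelled libraries the median was 1.74 there and 1.05 in OT-II, a gap of 0.69. The smaller response of OT-II-induced genes under the DKO label can therefore not be told apart from the selection of the genes.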
